A study of Xenopus laevis with 11 samples. Its data were reported in "Hybridization led to a rewired pluripotency network in the allotetraploid Xenopus laevis" (2023).

How the data were processed

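ATAC-seq, in which the Tn5 transposase cuts and tags DNA that is not wrapped in nucleosomes, was performed on animal caps of Xenopus laevis, the explanted ectoderm of the blastula that is still pluripotent. The labels name 11 libraries, 5 from stage 8 (3 replicates) and 6 from stage 9 (4 replicates). Per the labels, 2 caps entered each reaction, transposition ran for 1 h and libraries were amplified for 12 cycles. In each stage, replicates 1 and 2 were sequenced both before and after selection of fragments by size on a gel. Replicate 3 of each stage and replicate 4 of stage 9 were sequenced only after it. The file used here is 1 peak list made by the authors from all stage 9 libraries pooled. The stage 8 libraries and the single stage 9 libraries were not analysed here, so no comparison of stages was made and no value has a spread between replicates.

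Per the study's methods and the submitters' processing notes, the authors mapped read pairs to the X. laevis v10.1 genome with Bowtie2 2.4.2, kept alignments of high mapping quality, joined pairs into fragments, kept fragments of sub-nucleosomal size and called peaks with MACS2 2.2.7.1 against pooled CUT&RUN libraries made without antibody. bedtools 2.30.0 is also named in these notes. The mapping filter removes reads that fit both subgenomes equally well, so a place where the L and S sequences are nearly identical can lack a peak for that reason alone. The control was a different assay, so differences in how Tn5 and the CUT&RUN nuclease cut DNA are not removed by it. The authors removed peaks over small RNA genes and ribosomal repeats. Pooling weights each library by its depth.

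For each peak the deposited list gives a fold enrichment (a ratio of fragment coverage at the summit to the local background), a −log10 p-value, a −log10 q-value, a score that is 10 times the −log10 q-value in nearly every entry, and the offset of the summit. These are the authors' values for each peak and served only to describe, rank or filter peaks within this list. MACS2 adds a pseudocount of 1 to coverage and background before it takes the ratio, and its p-value is a Poisson tail. Both values together were therefore inverted to the coverage and background at each summit. A whole number of fragments returned the deposited −log10 p-value within a relative tolerance of 0.0001 for 99.998% of peaks. For 1 peak 2 solutions were possible and the one at or above the genome-wide background was taken, and 1 peak had no solution and was left out of statements on coverage. Fragments were amplified by PCR without molecular identifiers, so Poisson and binomial intervals cover counting error only.

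Gene positions came from an NCBI RefSeq gene table of the same v10.1 assembly, which was restricted to the 18 chromosomes and held 34461 protein-coding genes there. The table used here gives the start and end of each gene without strand, transcripts or exons. The planned windows around transcription start sites were therefore replaced by windows around both ends of a gene. A peak was proximal when its summit lay within 1 kb of either end of a protein-coding or lncRNA gene and distal otherwise. This counts peaks at the 3′ end of a gene as proximal. Whether a peak lies in an exon, intron or UTR was not determined. The length of a chromosome was taken as the position of its last annotated gene or peak. Homeolog pairs were the 7759 protein-coding genes with exactly 1 copy named .L and 1 named .S, on the L and S chromosome of the same pair.

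L was compared with S across the 9 homeologous chromosome pairs with an exact two-sided sign-flip permutation test, whose smallest possible p is 0.0039. Chromosome pairs are not biological replicates, and these p-values describe how evenly a difference runs across the genome of these pooled embryos. The proximal share was compared with the share of sequence within the same windows. This used a two-sided sign-flip permutation test over the 18 chromosomes with 100000 resamples. The same test over 18 chromosomes was used for chromosome ends. It treats chromosomes as independent, but the L and S members of a pair are not, so its p-values can be too small. Agreement between the copies of a gene was compared with 10000 random rematchings within a chromosome pair (two-sided permutation test). For 13 gene lists the share of genes with a peak was compared with that of all other protein-coding genes by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over all 26 tests. Fisher's test treats genes as independent. The L and S copies of a gene are not, and neighbouring genes can share a peak, so these p-values are too small, and each list was also tested with the copies of 1 subgenome alone. Shares have 95% Wilson confidence intervals.

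Gene lists, tests and most alternatives were chosen before the data were examined. Genes named were those nearest the 10 peaks of highest fold enrichment, the 10 genes with most distal peaks within 50 kb, the 8 pairs with the largest excess of peaks within 10 kb in each direction, for each list up to 4 members with most peaks within 10 kb and up to 3 pairs with peaks near 1 copy alone, and pou5f3.2, pou5f3.3, sox3, hes3 and ventx2.1. mir427, also on this list, was not analysed here. The text gives part of these genes, mostly those with most peaks, and this part was chosen after their values were seen. Alternatives were stricter peak sets, merging of peaks under 500 bp apart, other windows and distances, other denominators, other backgrounds for gene lists and leaving out each chromosome pair. Motif tests, alignment of homeologous sequences and corrections for gaps and repeats need the genome sequence, which was not used here, and were not run. All steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

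The tests were tested on simulated data that used the lengths of the real chromosomes and the numbers of real genes and pairs. Genes and pairs were drawn independently, so these rates do not cover linked copies or shared peaks. The spread between chromosomes was assumed and not taken from the data. With equal densities on L and S the sign-flip test over the 9 pairs of the 18 chromosomes called a difference in 4.5% of 200 simulations, and with a ratio of 1.13 in 99.0%. For lists of 50 among 34461 genes, Fisher's test called 6.5% of 200 lists with an odds ratio of 1, 67.0% with an odds ratio of 2 and 98.5% with an odds ratio of 4. Over 7759 pairs, the rematching test called 6.0% of 200 simulations with unrelated copies. Coverage was recovered for 100% of 2938 simulated peaks.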

Results

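The peak list of stage 9 animal caps held 58223 accessible regions, of which 58215 lay on the 18 chromosomes of the L and S subgenomes. X. laevis is an allotetraploid, and its L and S subgenomes descend from 2 parental species whose corresponding chromosomes and genes are called homeologs. The median peak was 155 bp wide (90 to 3278 bp) and had a fold enrichment of 5.51 over the control (1.63 to 83.6). Coverage was shallow. The median summit was covered by 9 fragments, for which the 95% Poisson interval is 4.12 to 17.1, and the 10th and 90th percentiles were 6 and 19 fragments. No called peak had fewer than 5 fragments, so a place without a peak is one where accessibility was not detectable at this depth, not one shown to be closed. The single libraries were not analysed here, so no value below has a replicate error.

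**Figure D1:**
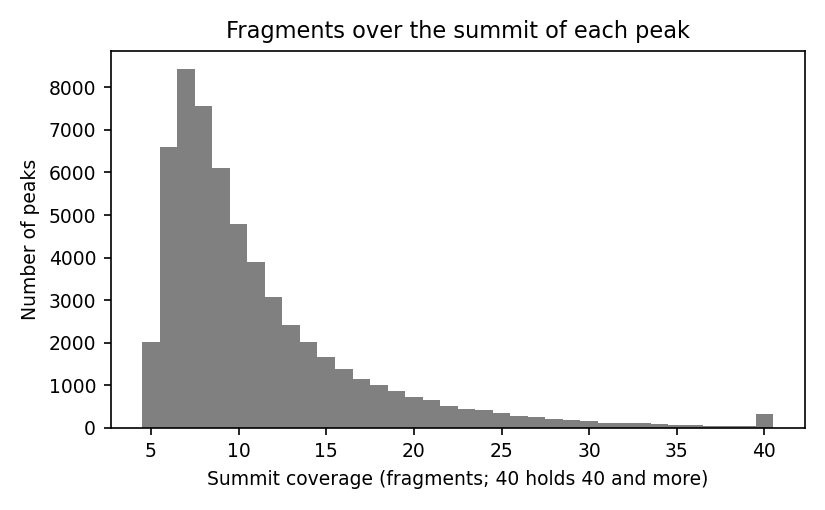
Number of peaks (vertical axis) by the number of fragments over the peak summit (horizontal axis, the last bar holding 40 and more), recovered from the deposited fold enrichment and p-value of the pooled stage 9 libraries. The smallest coverage is 5 fragments and the median is 9.

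The highest fold enrichment, 83.6 with 135 fragments, was at chromosome 3S:123437289 to 123437525, 566 bp from the end of the uncharacterised gene LOC121402253. Another peak of this gene reached 44.3-fold, and 1 more of the 10 strongest lay nearby at 3S:123432897 to 123433168 (36.2-fold). Among genes with a name, smad9.S, which encodes a transducer of BMP signals, had a 44.4-fold peak with 106 fragments at 2S:143672468 to 143673347, 82 bp from its end. nipbl.S, which encodes the loader of cohesin, had a 40.2-fold peak at 1S:186415661 to 186416246, inside the gene and 611 bp from its end. ube2r2.L, which encodes a ubiquitin-conjugating enzyme, had a 36.1-fold peak 23 bp inside its end on 1L. A pair of the strongest peaks lay by lncRNA genes on 1S, at 42.0-fold and 39.4-fold.

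Accessible regions gathered at gene ends. Of the peaks on chromosomes, 23659 (40.6%, 95% interval 40.2 to 41.0) had the summit within 1 kb of an end of a gene, where 5.41% would lie by position alone. The excess over chance was 35.3 ± 2.66 percentage points (SD, n = 18 chromosomes) and was present on 18 of 18 chromosomes (permutation test, p = 1e-05, the smallest the resamples allow). Proximal peaks were also stronger, with a median of 11 fragments at the summit against 8 at the 34556 distal peaks.

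The study asks how the 2 subgenomes take part in genome activation, and the first comparison is how many accessible regions each holds. L chromosomes carried 22.7 ± 3.76 peaks per Mb and S chromosomes 20.1 ± 2.104 (SD, n = 9 chromosome pairs). L was higher by 2.67 ± 2.50 peaks per Mb, in 8 of 9 pairs (exact sign-flip permutation test, p = 0.0078). The widest gaps were in pair 8, with 28.8 on 8L and 20.7 on 8S, and in pair 9_10, with 28.1 and 23.1. In pair 7 the values were 19.69 and 19.74. Distal peaks alone gave 13.6 ± 1.97 per Mb on L and 11.7 ± 0.908 on S, higher on L in 9 of 9 pairs (exact permutation p = 0.0039). L chromosomes also hold more genes, 13.8 ± 2.98 protein-coding genes per Mb against 11.7 ± 2.35, in 9 of 9 pairs (exact permutation p = 0.0039). Per protein-coding gene the direction turned: there were 1.67 ± 0.140 peaks on L and 1.74 ± 0.215 on S, L was higher in 3 of 9 pairs, and the difference did not pass the test (exact permutation p = 0.145).

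**Figure D2:**
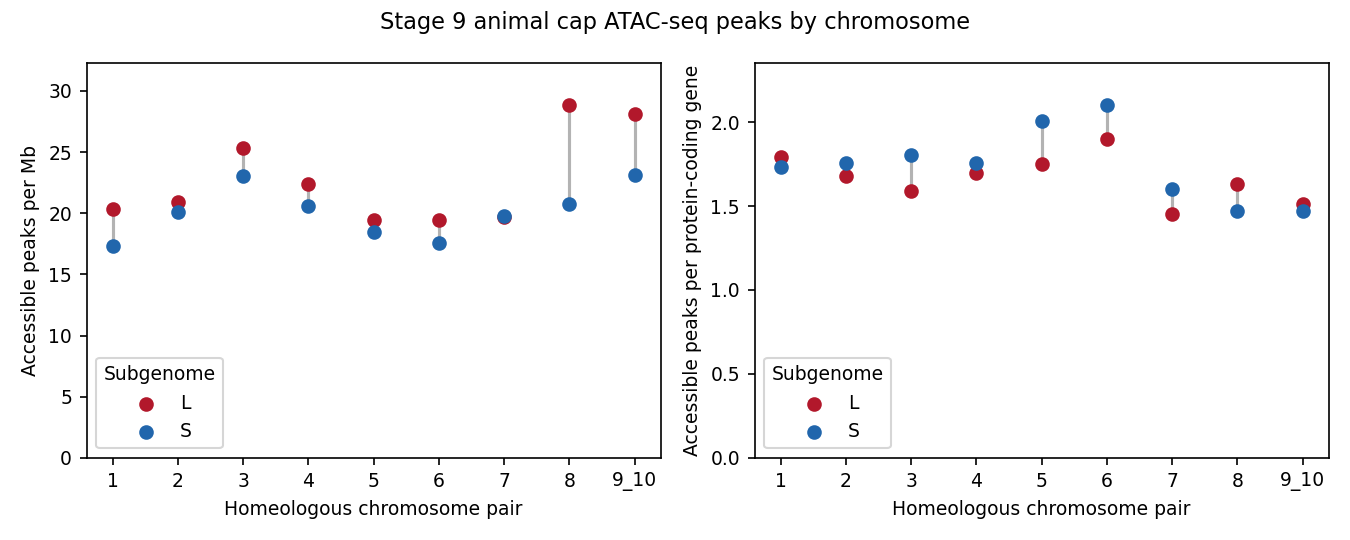
Peaks per Mb (left) and peaks per protein-coding gene (right) on the L (red) and S (blue) member of each homeologous chromosome pair, with a grey line joining the members of a pair. Per Mb L lies above S in 8 of 9 pairs, and per gene in 3 of 9.

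A difference in the strength of peaks was not detectable between the subgenomes. The median fold enrichment was 5.48 ± 0.0874 on L and 5.45 ± 0.0639 on S chromosomes (SD, n = 9 pairs; exact permutation p = 0.289). Proximal peaks made up 39.8% ± 2.05 of peaks on L and 41.4% ± 3.55 on S, a difference that did not pass the test (exact permutation p = 0.105). It did pass in 3 alternatives, where L minus S was -2.66 percentage points among peaks with at least the median fold enrichment (exact permutation p = 0.0156), -4.17 among peaks with a −log10 q of at least 10 (exact permutation p = 0.0078) and -2.16 without chromosome pair 5 (exact permutation p = 0.0078).

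In most homeolog pairs the copies were alike in whether a peak was called near either gene end. Peaks could lie at different ends of the copies, as matching ends were not compared. A copy without a called peak is not shown to be closed. Of 7759 pairs, 4108 (52.9%, 95% interval 51.8 to 54.1) had a peak within 1 kb of an end of both copies and 2125 (27.4%, 26.4 to 28.4) had none at either. The copies thus shared a state in 80.3% of pairs, against 53.3% ± 0.537 (SD over rematchings) when copies were rematched at random within a chromosome pair (permutation test, p = 0.0001, the smallest it allows). A peak at 1 copy alone was found in 1526 pairs, 852 (11.0%, 10.3 to 11.7) at the L copy and 674 (8.69%, 8.08 to 9.33) at the S copy. Over chromosome pairs the share was 10.8% ± 1.61 for L and 8.70% ± 0.645 for S, higher for L in 8 of 9 (SD, n = 9; exact permutation p = 0.0117). Among pairs whose copies differ in length by at most 5%, the difference was 2.52 points and no longer passed (exact permutation p = 0.133). The number of distal peaks within 50 kb, on average 2.98 at L copies and 2.52 at S copies, correlated across gene pairs with a Spearman rho of 0.466, against 0.0017 after rematching (permutation p = 0.0001). This is a correlation across genes, which are not independent replicates.

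Some pairs stood apart. On the L side, relt had 19 peaks within 10 kb of the ends of its L copy and 1 at its S copy, ddx39a, an RNA helicase gene, 16 and 1, and celf3, which encodes an RNA-binding protein, 17 and 2. fam83h had 23 and 8, add3 21 and 9, atp6v1d 19 and 7, hnrnpk 17 and 6 and sin3a, which encodes a corepressor scaffold, 12 and 1. On the S side, zbtb17 had 4 peaks at its L copy and 19 at its S copy, rab7a, which encodes an endosomal GTPase, 2 and 12, and zic2, a neural plate transcription factor gene, 12 and 22. The neighbours ppt1 and eef1a1o had 0 at their L copies and 12 and 11 at their S copies, and the windows of these 2 genes overlap. szrd1 had 5 and 14 and u2af1, which encodes a splicing factor, 2 and 11. Distal peaks within 50 kb went the other way for szrd1, with 13 at L and 5 at S, and for zic2, with 23 and 20. These are differences between single places in pooled libraries and none was tested.

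The regulators the study centres on had peaks within 10 kb of both copies. pou5f3.2 and pou5f3.3, which encode OCT4-related factors, lie side by side, at 8L:2295625 to 2299844 and 8L:2287556 to 2293268 and at 8S:27584027 to 27587612 and 8S:27577658 to 27582244. Within 10 kb there were 10 peaks for pou5f3.2.L, 13 for pou5f3.2.S, 9 for pou5f3.3.L and 13 for pou5f3.3.S. All peaks counted for pou5f3.3 were also counted for pou5f3.2, and the nearest to pou5f3.3.L lay 1571 bp from its end. Within 1 kb of its ends pou5f3.3.L had 0 peaks and pou5f3.3.S had 4, which had 5 to 9 fragments and a −log10 q of at most 2.57. sox3, a SOXB1 gene, had 4 peaks at sox3.L (8L:46991470 to 46993062) and 7 at sox3.S (8S:63299041 to 63300658), and the strongest at each, inside sox3.L and 155 bp outside sox3.S, had 24 and 15 fragments. The order of the copies turned with the threshold for both pou5f3.2 and sox3: among peaks with a −log10 q of at least 10 each had 1 more at L. For pou5f3.2.L these include a peak with its summit at 8L:2308928, which lay 9084 bp from that gene. It lay just outside the neighbouring gene pou5f3.1.L, which ends at 8L:2308547. Within 50 kb both pou5f3.2 and pou5f3.3 had 15 distal peaks at L and 13 at S.

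A pair of genes of the early embryo differed more. hes3, a transcriptional repressor gene, had 10 peaks within 10 kb at hes3.L (7L:103294254 to 103296435) and 2 at hes3.S (7S:86351985 to 86354053). The strongest at L, at 7L:103301904 to 103302134, was 12.1-fold with 24 fragments and lay 5526 bp from the gene. The stronger at S was 6.15-fold with 9 fragments. ventx2.1, which encodes a homeodomain repressor of the ventral side, had 3 peaks at ventx2.1.L (7L:21805591 to 21807431) and 13 at ventx2.1.S (7S:16926730 to 16928499), yet the strongest of the L copy reached 12.36-fold with 21 fragments and that of the S copy 9.84-fold. Among peaks with a −log10 q of at least 10 the numbers were 2 and 0 for hes3 and 2 and 3 for ventx2.1.

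**Figure D3:**
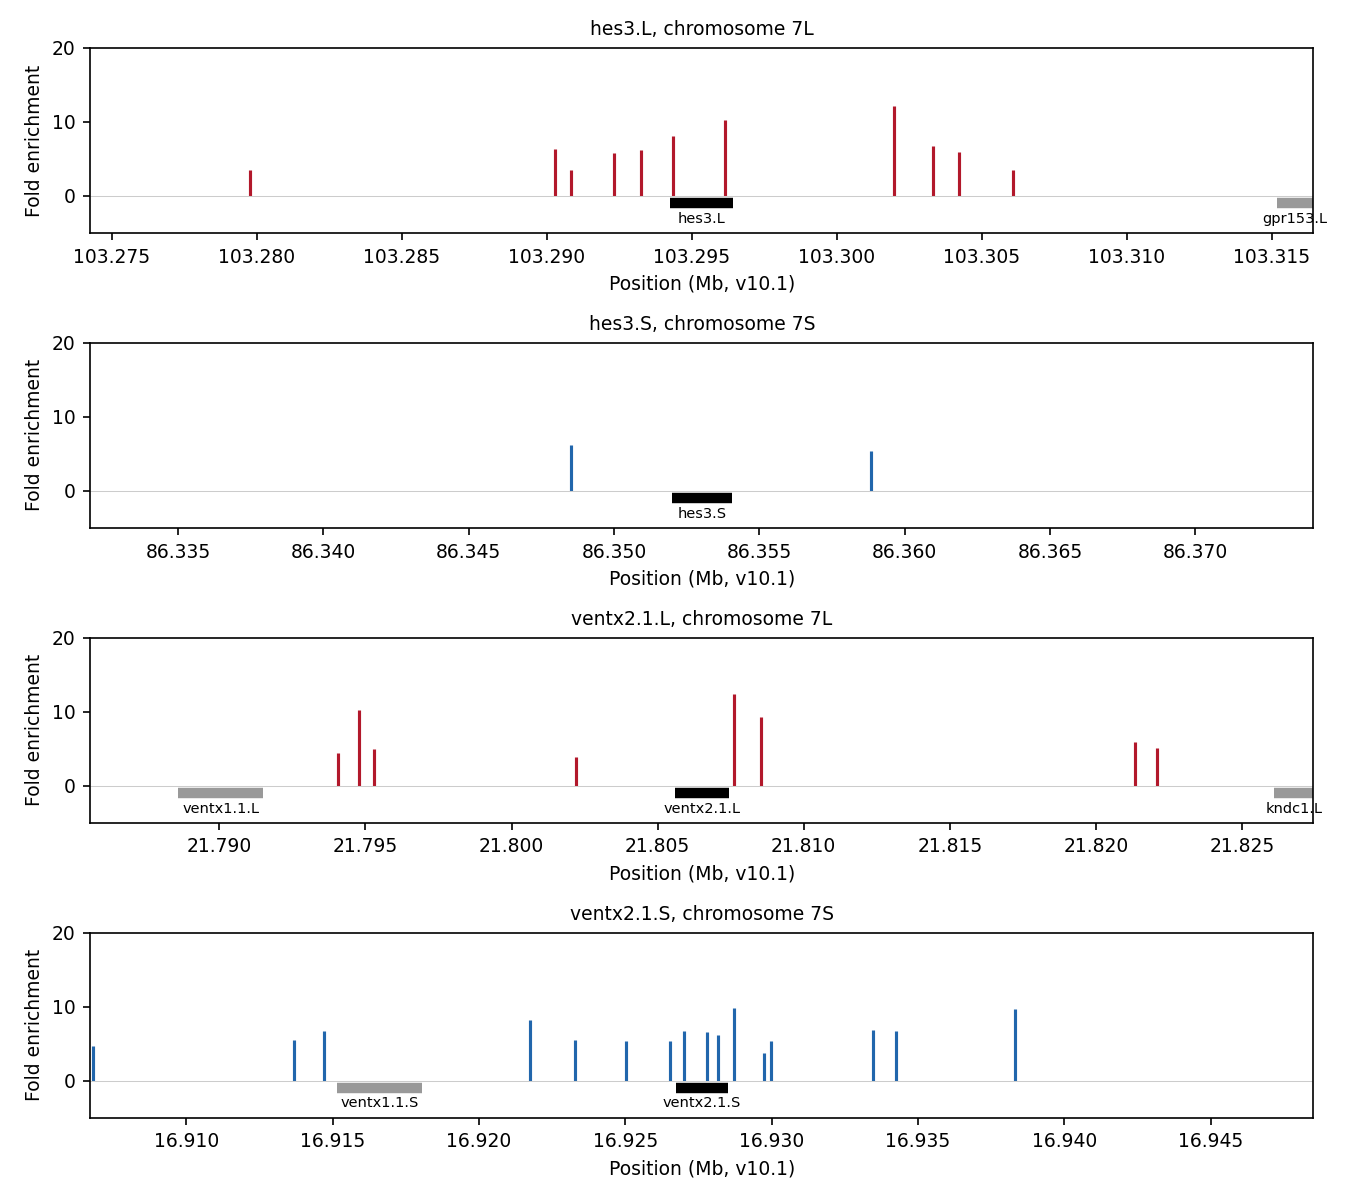
Fold enrichment (vertical axis) of each peak at its summit position (horizontal axis, Mb in v10.1) within 20 kb of hes3.L, hes3.S, ventx2.1.L and ventx2.1.S, with the named gene in black and other protein-coding genes in grey. Within 10 kb of the gene ends hes3 has 10 peaks at L and 2 at S, and ventx2.1 has 3 at L and 13 at S.

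Groups of genes differed widely in the accessible regions around them. Among all other protein-coding genes about 47.8% had a peak within 1 kb of an end and 35.9% a distal peak within 10 kb. Of 26 tests over 13 lists, 20 passed at an adjusted p under 0.05, 18 with more genes than the background and 2 with fewer.

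Pluripotency regulators were among the groups richest in distal peaks. Of their 47 annotated copies, 41 (87.2%, 95% interval 74.8 to 94.0) had a distal peak within 10 kb (Fisher's exact test, Benjamini-Hochberg adjusted p = 3.9e-12) and 36 (76.6%) had a peak at an end (exact adjusted p = 0.00023). tbx3.S had 15 peaks within 10 kb and pou5f3.1.L 14. lin28b, which encodes a regulator of let-7 microRNAs, had 0 peaks within 10 kb at L and 6 at S, but 11 and 4 distal peaks within 50 kb. The BMP group followed with a distal peak at 30 of 38 genes (78.9%, exact adjusted p = 4.3e-07) and an end peak at 29 (76.3%, exact adjusted p = 0.00097). Here gata2.L had 16 peaks, bmp7.2.L 12 and id2.L 12.

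Genes of ectoderm and epidermis, the fate of these explants, had distal peaks at 49 of 65 copies (75.4%, exact adjusted p = 5.6e-10) and end peaks at 42 (64.6%, exact adjusted p = 0.012). gata2.L, which is also in the BMP list, had 16 peaks within 10 kb, dlx5.L 14, and epcam.S and dlx6.L 11 each. dlx3 had 0 at L and 2 at S, and the neighbours krt18.3 and krt8.2 each had 0 at L and 1 at S. Neural genes gave 42 of 62 (67.7%, exact adjusted p = 1.2e-06) and 43 (69.4%, exact adjusted p = 0.0015), led by zic2.S with 22, zic5.L with 15 and zic1.L with 14. Among peaks with a −log10 q of at least 10 the end peaks of neither list passed, with a difference from other genes of 11.0 points for the ectoderm and 2.91 points for the neural list, while the distal peaks of both did. six6 had 5 peaks at L and 0 at S.

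Genes of germ layers that form outside the animal cap were also near distal peaks. The mesoderm and endoderm list had them at 35 of 56 copies (62.5%, exact adjusted p = 0.00017), while its end peaks, at 31 (55.4%), did not pass (exact adjusted p = 0.32). vegt.S had 15 peaks and vegt.L 9, and myod1.S, of the muscle regulator, 13. tbxt, the brachyury gene, had 0 peaks within 10 kb at L and 2 at S. The organizer list had distal peaks at 24 of 37 (64.9%, exact adjusted p = 0.00093) and end peaks at 23 (62.2%, exact adjusted p = 0.12). Its leading genes were not.L with 12 and not.S with 11. chrd.1, the chordin gene, had 0 and 2 and nog, the noggin gene, 0 and 1. Genes that are transcribed earliest in the embryo had distal peaks at 24 of 42 (57.1%, exact adjusted p = 0.0082) and end peaks at 25 (59.5%, exact adjusted p = 0.19). hes4.L had 11, hes7.1.L 10 and gs17.L 10, and nodal1 had 5 at L and 0 at S. The annotated nodal1 genes span 2532 bp on L and 111792 bp on S, so their ends may not be comparable places. The distal call of this list was lost within 50 kb, with a difference of 15.0 points. Against random lists matched on gene length and on nearby gene ends, an alternative chosen after seeing the data, the end peaks of these 3 lists passed, by 17.8 points for mesoderm and endoderm, 23.2 for the organizer and 27.0 for the earliest zygotic list. In the planned test against named genes, this difference turned to -5.94 points for mesoderm and endoderm and -1.76 for the earliest zygotic list.

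Ribosomal protein genes, which serve translation in all cells, had end peaks at 101 of 131 copies (77.1%, exact adjusted p = 5.1e-11), and distal peaks at 48 (36.6%, exact adjusted p = 0.86). Chromatin regulators had end peaks at 46 of 56 (82.1%, exact adjusted p = 4.5e-07) and distal ones at 32 (57.1%, exact adjusted p = 0.0020). dnmt1.L led with 10 peaks within 10 kb. Maternal cell cycle genes had end peaks at 44 of 66 (66.7%, exact adjusted p = 0.0043) and distal ones at 34 (51.5%, exact adjusted p = 0.013), and cdc25b, which encodes a phosphatase that drives mitosis, had 22 peaks at L and 17 at S. The distal call of this list was lost within 50 kb, with a difference of 8.96 points. For cdc25b, L minus S turned to -2 among peaks with a −log10 q of at least 10. The germ plasm list, of RNAs from vegetal cells, did not pass the test with end peaks at 10 of 17 (58.8%, exact adjusted p = 0.49) and distal ones at 8 (47.1%, exact adjusted p = 0.49). Among peaks with a −log10 q of at least 10 its distal peaks passed, at 5 of 17 genes (29.4% against 6.75% elsewhere). A difference could easily be missed with so few genes.

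Lists of genes that act in the later embryo went apart. Proteins of late organs such as globins, muscle proteins, liver plasma proteins, digestive enzymes and lens crystallins had end peaks at 9 of 113 copies (8.0%, 4.25 to 14.4, exact adjusted p = 1.1e-18) and distal peaks at 12 (10.6%, exact adjusted p = 5.9e-09). Exceptions included cryaa.S, a crystallin gene with 12 peaks within 10 kb that lies next to u2af1.S, and ambp.L with 10. Hox genes, which pattern the body axis at later stages, had distal peaks at 49 of 56 copies (87.5%, exact adjusted p = 2.2e-14) and end peaks at 39 (69.6%, exact adjusted p = 0.0020). Neighbouring Hox genes can share a peak. Among peaks with a −log10 q of at least 10, end peaks were found at fewer Hox genes than elsewhere, by 17.6 percentage points, which passed the test, and neither with a window of 500 bp (-3.57 points) nor among peaks with at least the median fold enrichment (0.945 points) did the difference pass. Distal peaks at that q limit were found at 3 Hox genes (5.36% against 6.76% elsewhere) and no longer passed.

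Set against genes with a name instead of all protein-coding genes, 12 of the 26 tests passed. The end peaks of the pluripotency (15.3 points), BMP (15.1), ectoderm (3.35), neural (8.10), maternal cell cycle (5.40) and Hox (8.38) lists no longer passed. The distal peaks of the earliest zygotic (16.2) and maternal cell cycle (10.5) lists no longer passed either. The distal peaks of the pluripotency, BMP, ectoderm, neural and Hox lists still did. With the copies of 1 subgenome alone, which leaves fewer genes, some calls were lost although most differences from other genes remained of like size. For the L copies these were the distal peaks of the organizer (24.1 points), chromatin (19.3) and maternal cell cycle (12.7) lists and the end peaks of the ectoderm (18.04) and Hox (17.6) lists. For the S copies they were the end peaks of the ectoderm (15.2), neural (21.02) and maternal cell cycle (18.4) lists, the distal peaks of the maternal cell cycle list (19.0) and those of the earliest zygotic list, where the difference fell from 21.3 to 11.5 points.

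**Figure D4:**
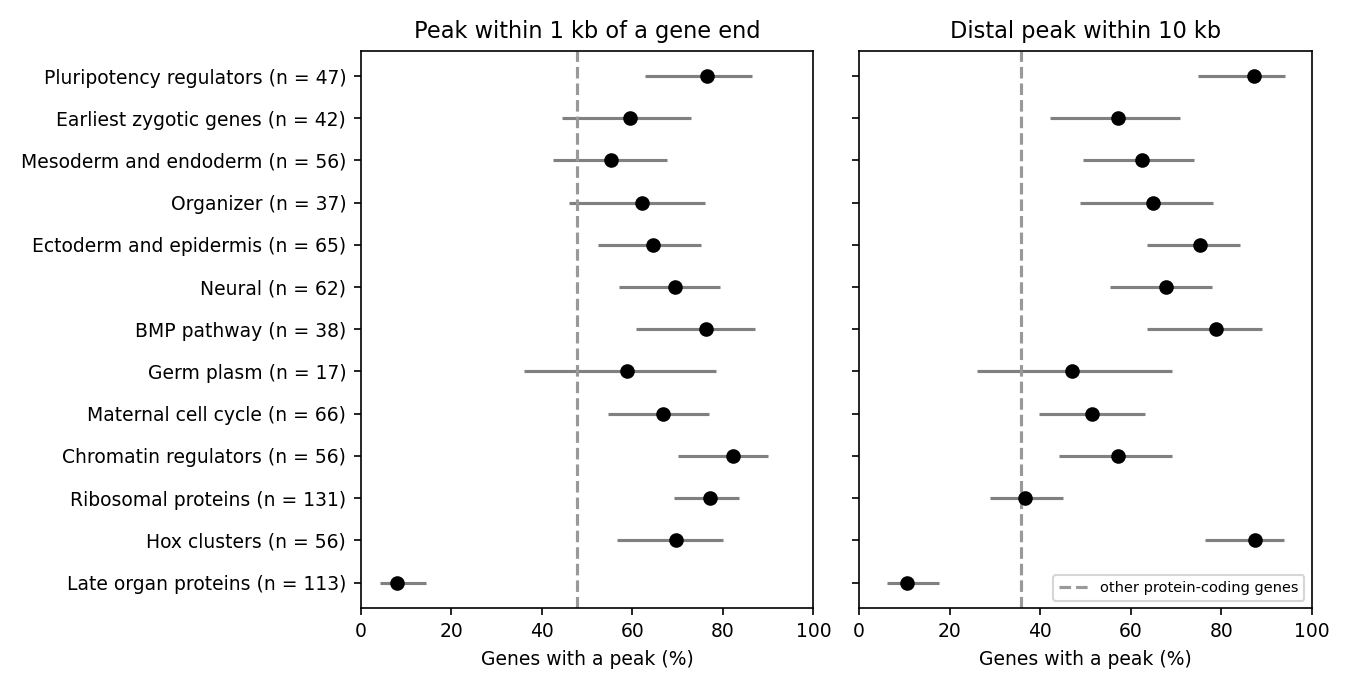
Share of genes of each list (percent, with 95% Wilson intervals) that have a peak within 1 kb of a gene end (left) or a distal peak within 10 kb (right), with the share among other protein-coding genes as a dashed line. Late organ proteins lie lowest in both panels at 8.0% and 10.6%.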

Values the study reported

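The study reported 15,654 distal regions that were both open and acetylated at genome activation, and placed 5047 of them in a high-confidence class. It also reported that among paired regions with a high-confidence enhancer, 21% were active in both homeologs.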

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

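Of the tests in this part, those of collapsed sequence and of counting noise were chosen only after the result was seen. Those of gene lengths, of chromosome ends and of stretches without other genes were added after other results but set before their own, and the comparison per gene was planned. The noise test replaced a version at the calling minimum of 5 fragments alone, where it expects a share of only 1.132%, because peak calling also needs a minimum width and is incomplete at such coverage.

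Outside the 18 chromosomes, where none of the comparisons was made, the list still held 5 peaks on unplaced scaffold 33 and 3 on scaffold 19, although the study's methods state that peaks on unassembled scaffolds were left out. Those on scaffold 19 had 7 to 16 fragments. Those on scaffold 33 had 3317 to 5120 fragments over a local background of 304.6 to 818, above the 99th percentile of the list, 2.65. Sequence present in many copies and collapsed onto 1 place in the assembly is a candidate explanation, since it raises the control too (smallest background 304.6 fragments). The 3 peaks on 3S that are among the 10 strongest had a background of at most 0.880 fragments, but a choice by fold enrichment favours a low background, so the same explanation stays open there. No biological explanation was tested for either.

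The higher peak density of L chromosomes was not seen per protein-coding gene, where the difference was -0.0767 peaks, yet gene content is not its whole source. Between 3507 neighbouring homeolog pairs with no other protein-coding gene on either chromosome, L remained higher by 2.68 ± 2.85 peaks per Mb in 9 of 9 chromosome pairs (SD; exact permutation p = 0.0039), although genes per Mb were there lower on L (12.1 against 12.8), and over all 7524 stretches in the same order L was higher by 2.79. Peak-rich chromosome ends are not its whole source, as L remained higher by 2.33 peaks per Mb without the outer 5 Mb at each end (exact permutation p = 0.0039, 9 chromosome pairs). Unequal gaps, repeats and read mapping stay open, since they need the genome sequence. No biological explanation was tested, since the design names no groups for one.

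A peak within 1 kb of the gene ends at 1 copy of a homeolog pair could arise from counting noise, as coverage was low. The noise test counted pairs with 1 copy at or above a coverage limit and the other below it, called or not. This share is not that of one-copy peaks. At limits of 12 to 20 fragments, where calling should be nearly complete, copies with equal means would give much of it. The closest approach was 11.9% expected (at most 12.6% over resamplings) against 15.6% observed at a limit of 20, a difference of 3.67 points. Noise alone is therefore not enough for this share under a Poisson model, yet it could account for a large part of it. How much of the one-copy peaks is noise was not determined. For 163 pairs the copy with a peak had at least 20 fragments and the other had none called. At the lower Poisson limit of each coverage, noise would give 9.64 such pairs (at most 16) if every place past the calling minimum were called. Calling is incomplete at such coverage, so the expected number can be too low and cannot exclude noise with missed calls. Unequal gene lengths are not the whole source of one-copy peaks. Of pairs with gene lengths within 5%, 16.2% (14.4 to 18.3) had a peak at 1 copy, against 20.4% of the others. Like length does not show that both ends are placed alike, so ends placed differently stay open, as do reads that map to both copies.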

How the results depend on the processing

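The tests on copies of 1 subgenome, on pairs of like length, on distal peaks alone, on chromosome ends, on collinear stretches, on classes of gene length and on random lists matched on gene length were chosen after seeing the data. No paired analysis was possible because the stages were not compared and the peak list pools all stage 9 libraries. Alternatives that need strand, transcripts or sequence (start of the gene alone, gaps, repeats, motifs, aligned windows) were not run. Of 83 alternative values of the main results, 77 were judged unchanged. For a tested value this means the same direction and the same side of the threshold. For the number of list tests passed it means only a number near 20, and single lists could still change their call. Leaving out 1 chromosome pair at a time gave L minus S differences of 1.99 to 3.01 peaks per Mb, 0.0180 to 0.0516 in median fold, -2.16 to -0.987 points in the proximal share and 1.82 to 2.39 points in one-copy peaks. The others were as follows. Peaks per gene differed by -0.0767 (exact permutation p = 0.145), because L holds more genes per Mb. The proximal share differed by -2.66 points among peaks with at least the median fold, -4.17 at a −log10 q of at least 10 and -2.16 without pair 5. One-copy peaks differed by 2.52 points in pairs of like length (exact permutation p = 0.133), with 1393 of 7759 pairs left. With genes that have a symbol as background, 12 list tests passed in place of 20. The shares of the lists are the same there, but the background share is higher. It is about 61.3% for end peaks and 41.0% for distal peaks, against 47.8% and 35.9% with all protein-coding genes. Why genes with a symbol have peaks more often was not tested.

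Of 260 list values, 220 kept direction and call, 23 lost the call, 4 gained it (those named with their lists) and 13 turned. Against named genes the difference in end peaks turned to -1.76 points for the earliest zygotic list, -5.94 for mesoderm and endoderm and -2.46 for germ plasm, and in distal peaks to -4.40 for ribosomal proteins. Germ plasm end peaks also turned among peaks with at least the median fold (-8.93), at the q limit (-11.1) and with a window of 500 bp (-3.46), and its distal peaks in the S copies (-2.52). Ribosomal distal peaks turned at 50 kb (-1.92) and in the S copies (-4.13). Hox end peaks turned at the q limit (-17.6) and at 500 bp (-3.57) and their distal peaks at the q limit (-1.40). L minus S peak numbers turned to 2 for myod1, -2 for cdc25b and 1 for both pou5f3.2 and sox3 at the q limit, and to -4 for not and 1 for pou5f3.2 among peaks with at least the median fold. These are only the changes of direction. Apart from the main results and the list values, 265 alternative values, such as peak numbers at single genes, were judged to have moved in size. For g67.L the number within 10 kb fell from 27 to 3 at the q limit, which was judged moved. With peaks under 500 bp apart merged it was 18, which was judged unchanged. The causes of these turns and moves were not tested. With a median of 9 fragments, differences of a few peaks at 1 gene are within what depth allows.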

Other observations

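The tests of gene families and of chromosome ends in this part were chosen only after the data were seen. Families of genes that share the letters of their symbol were compared with all other protein-coding genes. Of 248 tests over 124 families with at least 20 genes, 92 passed at a Benjamini-Hochberg adjusted p under 0.05 in Fisher's exact test. Against other genes with a symbol, which have end peaks and distal peaks more often, 57 passed, among them each passing result of a family given here except that of nkx. Distal peaks within 10 kb were found at 17 of 21 tbx genes (81.0%, exact adjusted p = 0.00023), 16 of 20 sp genes (80.0%, exact adjusted p = 0.00046), 27 of 34 sox genes (79.4%, exact adjusted p = 4.4e-06) and 27 of 35 hes genes (77.1%, exact adjusted p = 1.2e-05), against 35.9% elsewhere. The prdm (17 of 22), klf (20 of 28), znf (98 of 189) and nkx (17 of 27) families passed too. Of families that also encode transcription factors, distal peaks did not pass for pou with 13 of 25 (52.0%, exact adjusted p = 0.19), nr with 20 of 42 (47.6%, exact adjusted p = 0.26) and zbtb with 31 of 72 (43.1%, exact adjusted p = 0.35). End peaks were common at translation initiation factor genes (eif, 65 of 74, exact adjusted p = 5.4e-11) and at kinesin genes (kif, 35 of 39, exact adjusted p = 8.9e-07). They were rare at keratin genes (krt), with 5 of 71 (7.04%, exact adjusted p = 3.0e-11) against 47.9% elsewhere. This family was grouped by symbol alone, and which of its members act in the epidermis was not determined. End peaks were also rare at kcnj potassium channel genes (3 of 24, exact adjusted p = 0.0018) and mmp metalloproteinase genes (4 of 29, exact adjusted p = 0.0012).

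Peaks gathered toward the ends of chromosomes. The outer 5 Mb at each end held 50.7 ± 20.04 peaks per Mb and the remainder 19.1 ± 2.81 (SD, n = 18 chromosomes), higher in 18 of 18 (permutation p = 1e-05, the smallest the resamples allow). Per protein-coding gene the values were 2.16 ± 0.545 and 1.64 ± 0.216, higher in 15 of 18 (permutation p = 0.0020). The genes with most distal peaks within 50 kb included g67.L with 42 at 5L:125004 to 140516 and val.L with 39 beside it, adam15.L with 41 and zbtb7b.L with 38 at the end of 8L, add3.L with 37 at the start of 7L and igsf3.S with 39 on 2S, away from an end.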
